A study of Homo sapiens with 18 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

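Messenger RNA was measured in 18 libraries of MCF7 cells, 3 for each of 6 groups: siControl, siKDM5A-1 or siKDM5A-2, each with DMSO or with 500 nM abemaciclib for 2 days. Per the labels, libraries were QuantSeq 3′ mRNA FWD. The authors trimmed reads with BBDuk, aligned them to hg38 with STAR 2.7.5b and counted them per gene of GENCODE v35 with featureCounts 2.0.1, and deposited raw counts. Strand setting, treatment of multi-mapping reads and molecular identifiers are not stated, so intervals and floors cover the counting error of reads only. All 18 columns of the table were used.

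Of 60656 genes in the table, 44 copies on the Y pseudoautosomal region were dropped, and 60401 of the remaining 60612 identifiers (99.65%) matched a symbol. Positions are those of GENCODE v44 on GRCh38, matched by Ensembl identifier. Total counts per library were 1479106 to 3919094, and the common biological coefficient of variation was 0.394.

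Counts were fitted in edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr (minimum count 10, minimum total 15, 11947 genes kept) and quasi-likelihood F tests, with all 18 libraries and 1 factor of 6 groups. The 12 contrasts were the abemaciclib effect for each siRNA, the effect of each siRNA in each arm, the average knockdown effect in DMSO, the interaction for each siRNA and on average, and siKDM5A-2 minus siKDM5A-1 in DMSO. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Group and gene levels are CPM on TMM-scaled library sizes, and log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 23 lists of a comparison, and also with an estimated correlation. A list score is the mean z-score of log2 CPM of its members, compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 against 3 libraries. Adjustment over a list alone used its members only. Agreement between comparisons with shared controls was set beside 20 simulations of unchanged groups, in which each gene had the same spread in every group.

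The 23 lists were fixed before the data were examined: oestrogen-induced genes; oestrogen targets named in the study's text; E2F and S-phase; G2/M and mitotic; Rb, cyclin and CDK; KDM5 family and H3K4 methyltransferase; luminal identity; basal and mesenchymal; fibroblast, endothelial and immune markers; interferon response; antigen presentation; unfolded protein and integrated stress response; p53 targets; TNF and NF-kB response; AP-1; cholesterol synthesis; nuclear oxidative phosphorylation; mitochondrially encoded; ribosomal protein; lysosome and autophagy; hypoxia and glycolysis; metallothionein; and control genes. The rule for named genes, also fixed then, took KDM5A, KDM5B, KDM5C, RB1, ESR1, CCND1, TFF1, KRT18, KRT19, PGR, GREB1, MKI67, TK1, CCNA2 and HSP90AB1, and up to 4 members of each list with the smallest p. It also took up to 8 called genes in each direction with the largest log2 fold change among those with a mean log2 CPM of at least 3 and a symbol, for the abemaciclib effect, the average knockdown effect and the average interaction. For the first 2 the libraries of the groups did not overlap. For the average knockdown each siRNA also had to pass with the same sign, and for the interaction both had to lie on the same side.

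Alternatives were DESeq2 size factors in edgeR, no filter, a filter of 5 CPM in 3 libraries, the replicate number as a block, all libraries thinned to 1479106 counts, only the libraries of the groups compared, DESeq2 1.42.0 in place of edgeR, and each library left out in turn. Library weights in limma voom, leaving out the 4 libraries with a zero share of at least 5%, and the covariance beside the spread of the control libraries were added after seeing the data, as were the zero share itself, taken over 4907 to 4985 genes at 5 to 30 CPM, and the thinning of distinct transcripts. The fits were tested on simulated data of 11947 genes with 100 genes changed 2-fold and 100 changed 4-fold: 24% and 55% were recovered for siKDM5A-1 in DMSO, 22% and 64% for siKDM5A-2 in DMSO and 8% and 38% for abemaciclib in siControl cells, with 3, 2 and 2 false calls.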

Results

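The dataset held 18 libraries of 3′ mRNA from MCF7 cells, an oestrogen receptor (ER)-positive human breast cancer line. Cells were transfected with a non-targeting short interfering RNA (siControl) or with 1 of 2 siRNAs against KDM5A (siKDM5A-1 and siKDM5A-2). They were then kept for 2 days in 500 nM abemaciclib, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, or in the solvent DMSO. Each of the 6 groups had 3 libraries, which the study describes as biologically independent samples from an experiment done 1 time. KDM5A is a histone demethylase that acts on lysine 4 of histone H3 and binds Rb, and the study asked how its loss affects oestrogen-responsive transcription with and without CDK4/6 inhibition.

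Total counts per library ranged from 1479106 in siKDM5A-2 DMSO replicate 2 to 3919094 in siKDM5A-2 abemaciclib replicate 3. The DMSO libraries of siKDM5A-2 and of siControl were the shallowest, with means of 1708400 ± 202990 and 2061300 ± 167310 counts (SD, n = 3). Those of siKDM5A-2 and siControl DMSO replicates 2 and 3 also held fewer distinct transcripts than the other libraries. Of the genes at 5 to 30 CPM (counts scaled by library size) in the libraries of the other groups, 16.3%, 9.82% and 13.8% had no count in siKDM5A-2 DMSO replicates 1, 2 and 3, and 10.4% had none in siControl DMSO replicate 2. Among the remaining 14 libraries that share was highest in siControl DMSO replicate 3, at 2.66%, and at most 0.709% in the other 13. With every library thinned to 1479106 counts, 10916 ± 421 genes were detected in siKDM5A-2 DMSO and 12474 ± 1210 in siControl DMSO (SD, n = 3), against 13349 ± 216 to 14871 ± 46.4 in the other groups. Replicates of siKDM5A-2 DMSO correlated with each other at a mean Pearson's r of 0.760 to 0.768 across genes, those of siControl DMSO at 0.836 to 0.868, and those of the other groups at 0.926 to 0.975, where genes are not independent replicates. The 3 siKDM5A-2 DMSO libraries and siControl DMSO replicate 2 are called low-complexity below, and every comparison with siControl or siKDM5A-2 in DMSO rests on some of them.

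**Figure D1:**
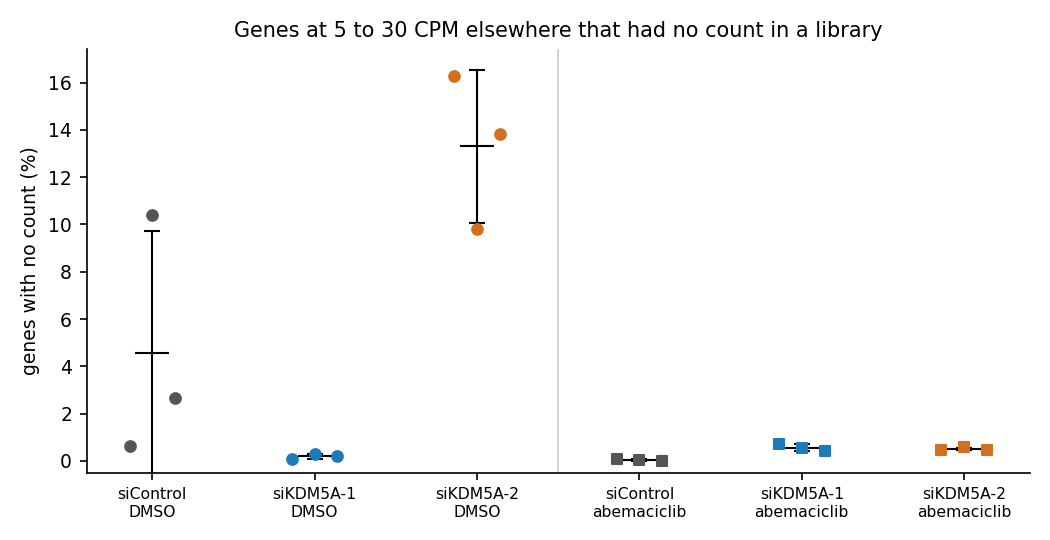
Share of genes with no count in each library, in percent, among genes at a mean of 5 to 30 CPM in the libraries of the other groups. Points are libraries, horizontal bars the mean and SD of the 3 libraries of a group, and the siKDM5A-2 DMSO libraries lie between 9.82% and 16.3%.

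KDM5A (ENSG00000073614, chromosome 12, 280057 to 389320, minus strand) was low in every library transfected with an siRNA against it. In DMSO it was at 78.9, 57.1 and 98.2 CPM in siControl replicates 1, 2 and 3, at 7.76, 13.7 and 6.00 CPM with siKDM5A-1, and at 3.42, 5.53 and 24.7 CPM with siKDM5A-2. In abemaciclib it was at 96.1, 101.7 and 76.9 CPM in siControl replicates, at 7.78, 6.16 and 14.0 CPM with siKDM5A-1, and at 18.1, 20.8 and 22.7 CPM with siKDM5A-2. The level that remained was 11.7% ± 5.20 of siControl with siKDM5A-1 and 14.3% ± 15.0 with siKDM5A-2 in DMSO, and 10.2% ± 4.54 and 22.4% ± 2.49 in abemaciclib (SD, n = 3). The log2 fold change was −3.08 ± 0.48 (SE) with siKDM5A-1 and −2.79 ± 0.48 with siKDM5A-2 in DMSO (edgeR adjusted p = 0.00104 and 0.0020), and −3.30 ± 0.48 and −2.15 ± 0.45 in abemaciclib (edgeR adjusted p = 0.00068 and 0.033). With libraries weighted by their quality in limma, the fall with siKDM5A-2 in DMSO had an adjusted p of 0.260. The related demethylases KDM5B and KDM5C did not pass with either siRNA in DMSO, nor did KDM5A with abemaciclib in siControl cells (log2 fold change 0.23, edgeR adjusted p = 0.849).

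**Figure D2:**
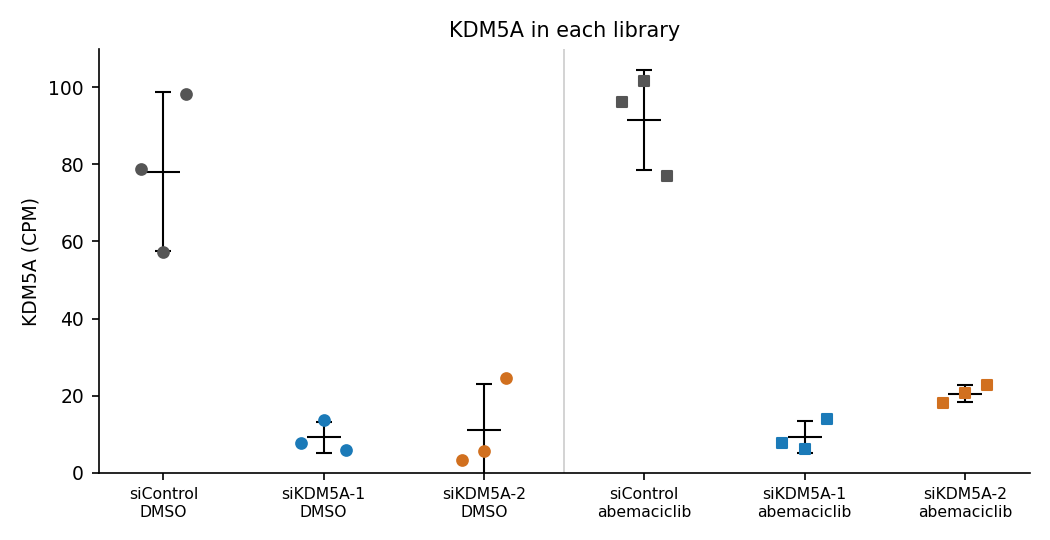
KDM5A level in each library, in CPM. Points are libraries, horizontal bars the mean and SD of the 3 libraries of a group. All 12 libraries with an siRNA against KDM5A lie at or below 24.7 CPM and all 6 siControl libraries at or above 57.1 CPM.

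The first comparison asked what CDK4/6 inhibition did in cells with KDM5A intact. Abemaciclib lowered the transcripts of the dividing cell and raised a part of the oestrogen-induced and luminal genes. Of 11947 genes tested, 498 rose and 536 fell, 581 of them by more than 2-fold (edgeR). Of the genes the naming rule took, the deepest falls, between 11.0-fold and 14.9-fold, were those of H1-3, PBK, NDC80, ETV4, H4C3, MXD3, PTTG1 (securin) and EXO1; H1-3 and H4C3 encode histones. MKI67 (chromosome 10, 128096659 to 128126423), the marker of proliferation, went from 331 ± 12.5 to 51.3 ± 5.29 CPM, and CCNA2, which encodes cyclin A2, from 54.3 ± 11.1 to 8.15 ± 1.81 CPM (SD, n = 3). Among the genes taken by that rule, the steepest rises were in low-abundance genes, ZMAT1, SAMD4A, JAK2, GNA14, DMRTA1, EPS8L1, LYPD1 and CAV1, between 10.7-fold and 21.6-fold. Each had no count in at least 1 siControl DMSO library, so these folds rest on a level near the floor. CAV1, which encodes caveolin-1, went from 3.33 ± 3.08 to 35.7 ± 3.25 CPM. Of the genes named here, ZMAT1, JAK2, GNA14, LYPD1, ETV4 and MXD3 lost their call when single libraries were left out, with adjusted p up to 0.0705 (siControl DMSO replicates 2 and 3, abemaciclib replicate 2), 0.0823 (DMSO 2, abemaciclib 2), 0.101 (DMSO 2 and 3, abemaciclib 1 and 2), 0.0666 (DMSO 1 and 3, abemaciclib 1), 0.126 (DMSO 3, abemaciclib 1, 2 and 3) and 0.0781 (abemaciclib 1, 2 and 3).

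Of 66 E2F and S-phase genes, 41 fell and none rose, or 55 fell when p was adjusted over the list alone, with a median log2 fold change of −1.57. RRM2, a subunit of ribonucleotide reductase, fell by 3.36 ± 0.22 on the log2 scale and TK1, thymidine kinase, by 2.41 ± 0.26 (SE, edgeR adjusted p = 1.0e-10 and 4.1e-07). Of 58 measured G2/M and mitotic genes, 55 fell and none rose (58 adjusted over the list alone), with a median of −2.44; TOP2A, the mitotic topoisomerase, fell by 2.64 ± 0.15 (adjusted p = 7.3e-12). Both lists lay below the other genes by camera (adjusted p = 5.6e-46 and 4.2e-101).

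Of 121 measured oestrogen-induced genes, 23 rose and 6 fell, or 28 and 9 adjusted over the list alone, with a median log2 fold change of 0.28 (camera adjusted p = 2.4e-05). GREB1 (ENSG00000196208, chromosome 2, 11482341 to 11642788, plus strand), a cofactor of ER, rose 4.67-fold, from 19.3 ± 4.00 to 89.8 ± 2.17 CPM, and PRSS23, a secreted protease, rose by a log2 fold change of 1.93 ± 0.16 (SD, n = 3, and SE; edgeR adjusted p = 3.0e-06 and 5.2e-09). The keratin genes KRT18 and KRT19 rose 3.09-fold and 2.24-fold, CCND1 (cyclin D1; chromosome 11, 69641156 to 69654474) rose 1.87-fold and TFF1 (trefoil factor 1; chromosome 21, 42362282 to 42366535) 1.74-fold. CCND1, TFF1, KRT18 and KRT19 are the oestrogen targets named in the study's text, as examples from a set of oestrogen response genes looped to Rb-bound elements, most of which it describes as upregulated by abemaciclib. How the examples were chosen is not stated, so their common rise is not counted as independent evidence. All of these targets rose (4 of 4 over all genes and over the list alone, median 1.03, camera adjusted p = 6.2e-15). The mean score of the oestrogen-induced list, over z-scores of log2 CPM, went from −0.358 ± 0.12 to 0.179 ± 0.052 (SD, n = 3), which gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. PGR, the progesterone receptor gene, had too few counts to be tested, and ESR1 did not pass (log2 fold change −0.15, edgeR adjusted p = 0.747).

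Luminal identity genes, which mark the secretory epithelium of the breast, were higher as a group: 6 of 27 rose and 2 fell, or 7 and 3 adjusted over the list alone (median 0.17, camera adjusted p = 0.0011). TFF3 rose by a log2 fold change of 1.78 ± 0.23 (SE). The oestrogen-induced list holds 11 of the listed luminal genes, PGR among them. Of 23 genes of the unfolded protein and integrated stress response, 4 fell and none rose, or 7 adjusted over the list alone (median −0.43, camera adjusted p = 0.00019). SLC7A11, the cystine transporter, fell 2.80-fold and SDF2L1, an endoplasmic reticulum protein, fell by 1.28 on the log2 scale. Of 74 ribosomal protein genes, 48 rose and 1 fell (62 and 2 over the list alone, median 0.59, camera adjusted p = 2.0e-25), of 13 mitochondrially encoded genes 5 rose and 1 fell (7 and 1, median 0.40, adjusted p = 0.0103), and of 25 interferon response genes 2 rose and none fell (2 and 0, median 0.66, adjusted p = 0.0177). With an estimated correlation these 3 calls were lost, at adjusted p = 0.0692, 0.212 and 0.0782. Reads of ribosomal protein genes may be shared with their processed copies, and their share of counts was 10.0% ± 0.115 in siControl DMSO, where replicate 2 was of low complexity, and 13.9% ± 0.715 in abemaciclib (SD, n = 3).

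The other lists did not pass the test in siControl cells. Camera adjusted p was 0.0687 for Rb, cyclin and CDK genes (1 rose, 4 fell of 20), 0.771 for KDM5 family and H3K4 methyltransferase genes (1 and 1 of 15), 0.054 for basal and mesenchymal genes (1 and 0 of 6) and 0.210 for the fibroblast, endothelial and immune markers, of which only COL1A1 was measured. It was 0.873 for antigen presentation (0 and 1 of 13), 0.771 for p53 targets (1 and 1 of 25), 0.291 for AP-1 genes (1 and 0 of 9), 0.210 for cholesterol synthesis (3 and 0 of 22), 0.687 for nuclear oxidative phosphorylation genes (7 and 4 of 68), 0.0552 for lysosome and autophagy (5 and 1 of 29), 0.444 for metallothioneins (0 and 1 of 3), and 0.979 for both control genes (0 and 1 of 12) and hypoxia and glycolysis (1 and 2 of 20). For TNF and NF-kB response genes (2 and 0 of 13, adjusted p = 0.444) the median was −0.12 and the mean 0.27. Within these lists, the cyclin-dependent kinase gene CDK2 fell by 1.74 and the transcription factor gene E2F1 by 2.20 on the log2 scale. The immediate-early gene EGR1 rose by a log2 fold change of 2.89 ± 0.36 and PFKFB3, a regulator of glycolysis, by 1.97 ± 0.22 (SE), while SQSTM1, the autophagy receptor p62, fell by 1.37 ± 0.12 (edgeR adjusted p = 1.1e-08). KDM5B rose 1.51-fold (edgeR adjusted p = 0.0172), a call lost at adjusted p up to 0.0872 without siControl DMSO replicate 1 or 3 or abemaciclib replicate 2 or 3.

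The 1034 calls of the abemaciclib effect in siControl cells moved by over 1.5 times when the low-complexity libraries were left out (1658 genes) or limma weighted the libraries by quality (1604). Both were chosen after seeing the data. Without siControl abemaciclib replicate 2 the count was 576. In simulated data for this comparison, edgeR recovered 8% of genes changed 2-fold and 38% of those changed 4-fold. Only 48 genes were called there, against 1034 here, and with more calls the Benjamini-Hochberg threshold is less strict. The simulation also gave all groups the same spread, which the real groups did not have. Recovery in the real data is thus not known, and genes that did not pass are not shown to be unchanged.

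The second comparison asked what loss of KDM5A did without the drug. Averaged over both siRNAs, a few oestrogen-induced genes, among them TFF1 and GREB1, were higher than with siControl, SLC7A11, TXNRD1, AKR1C2 and GDF15 were lower, and no E2F or mitotic gene passed the test. The siControl DMSO group stood apart from both siRNAs in DMSO and from its own abemaciclib group in 10 genes, and these 6 were among them. TFF1 was at 1146 ± 10.1 CPM in siControl, 2374 ± 11.8 with siKDM5A-1 and 1821 ± 135 with siKDM5A-2 (SD, n = 3), an average rise of 1.81-fold (edgeR adjusted p = 8.2e-06). GREB1 was at 19.3 ± 4.00, 50.8 ± 6.43 and 48.1 ± 18.1 CPM, an average rise of 2.57-fold (edgeR adjusted p = 0.0060). The cystine transporter SLC7A11 (chromosome 4, 138164097 to 138242349) fell 3.15-fold, from 268 ± 68.1 CPM to 83.8 ± 10.6 and 86.8 ± 32.2 CPM. TXNRD1, thioredoxin reductase, fell 2.11-fold, GDF15, a stress-induced cytokine, 2.08-fold, and AKR1C2, an aldo-keto reductase, 2.06-fold (edgeR adjusted p = 1.7e-05, 8.2e-06, 2.9e-05 and 1.7e-05 for SLC7A11, TXNRD1, GDF15 and AKR1C2).

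For this average 18 genes rose and 53 fell. Of the genes the naming rule took, LXN fell 1.93-fold, ST3GAL1 1.91-fold and VMP1 1.66-fold (edgeR adjusted p = 0.0010, 0.00046 and 0.0202). Of 121 oestrogen-induced genes 7 rose and 2 fell, or 10 and 8 adjusted over the list alone, with a median of 0.11, and the list did not pass the test (camera adjusted p = 0.0582, and 0.0489 with libraries weighted by quality). GFRA1, a receptor for glial-derived factors, rose by a log2 fold change of 1.16 ± 0.16 and PRSS23 by 0.80 ± 0.14 (SE, edgeR adjusted p = 0.00023 and 0.0036). Of the targets named in the study's text, only TFF1 rose (camera adjusted p = 0.0507); CCND1, KRT18 and KRT19 had log2 fold changes of 0.02, 0.12 and −0.09 (edgeR adjusted p = 0.966, 0.752 and 0.663). No E2F and S-phase gene passed (median 0.02, camera adjusted p = 0.715), nor did any G2/M gene (median 0.17, adjusted p = 0.0607). Mitochondrially encoded genes were lower as a group (median −0.20, 1 fell and 2 over the list alone) and ribosomal protein genes higher (median 0.18, none, and 5 higher and 2 lower over the list alone), at camera adjusted p = 0.0161 and 7.4e-07, and both calls were lost with an estimated correlation (adjusted p = 0.260 and 0.442).

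GREB1 lost its call on average without siControl DMSO replicate 3, and with libraries weighted by quality had an adjusted p of 0.369. PRSS23 lost it in the same settings, at up to 0.0687, and VMP1 without siControl DMSO replicate 1 or 2 or siKDM5A-1 DMSO replicate 3 or with the weights, at up to 0.121. The count of 71 genes for the average knockdown effect in DMSO became 342 without siKDM5A-2 DMSO replicate 2, 27 without siControl DMSO replicate 3, 342 with DESeq2 and 17 with the weights.

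With siKDM5A-1 alone, 47 genes rose and 16 fell in DMSO. TFF1 rose 2.07-fold, GREB1 2.64-fold, PRSS23 by a log2 fold change of 1.16 ± 0.16 and STC2, a secreted glycoprotein, by 0.92 ± 0.17 (SE, edgeR adjusted p = 3.0e-06, 0.0117, 0.00028 and 0.0094). These were the 4 oestrogen-induced genes that rose, none fell, and 14 rose and 7 fell over the list alone (median 0.17, camera adjusted p = 0.0719, and 0.0355 with an estimated correlation). Of the 4 targets named in the study's text, 1 rose over all genes and 4 over the list alone (median 0.36, camera adjusted p = 2.2e-06). Their mean score was 0.886 above siControl with siKDM5A-1 and 0.00473 below it with siKDM5A-2 in DMSO (exact permutation p = 0.1 and 0.9). SLC7A11 fell 3.20-fold. Ribosomal protein genes were higher (7 rose, 42 over the list alone, median 0.37, camera adjusted p = 6.8e-21), as were nuclear oxidative phosphorylation genes (1 rose, 9 over the list alone, median 0.20, adjusted p = 0.00285), with both calls lost at adjusted p = 0.246 and 0.326 with an estimated correlation. E2F genes did not pass (median −0.02, mean 0.02, camera adjusted p = 0.826). GREB1 lost its call without siControl DMSO replicate 2 or 3, without siKDM5A-1 DMSO replicate 1 or 3 and with the weights, at adjusted p up to 0.0804, and STC2 without siControl DMSO replicate 2 or siKDM5A-1 DMSO replicate 1, at up to 0.0738. The count of 63 for the siKDM5A-1 effect in DMSO was 221 with DESeq2 and 21 without siControl DMSO replicate 2.

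With siKDM5A-2, whose DMSO libraries were all of low complexity, 116 genes rose and 313 fell. GFRA1 rose by a log2 fold change of 1.64 ± 0.18, TFF1 1.59-fold and GREB1 by 1.32 ± 0.27, while KRT19 fell by 0.38 on the log2 scale (edgeR adjusted p = 1.6e-05, 0.00066, 0.0102 and 0.0215). GDF15 fell 2.57-fold and SLC7A11 3.10-fold. Of the oestrogen-induced genes 6 rose and 4 fell, or 10 and 10 over the list alone (median 0.08, camera adjusted p = 0.157). Mitochondrially encoded genes were lower (3 fell, 11 over the list alone, median −0.43, camera adjusted p = 0.00032), a call lost at adjusted p = 0.106 with an estimated correlation. SLC25A26, RIMKLA and BHLHE40 had no count in any of these 3 libraries, against 17.7, 11.3 and 7.79 CPM in siControl. A floor of 3 counts over these libraries would put them at least 33.1-fold, 21.2-fold and 14.6-fold below siControl. That floor treats reads as independent. The libraries held an estimated 12.1, 7.04 and 10.4 reads per distinct transcript, so the true bounds are far lower. With libraries weighted by quality only 10 genes passed, and TFF1, GREB1 and KRT19 had adjusted p of 0.105, 0.739 and 0.739. The count of 429 for the siKDM5A-2 effect in DMSO was 969 with DESeq2 and 31 with only the libraries of the 2 groups.

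The 2 siRNAs share their siControl libraries, so their effects agree in part by chance. In DMSO their log2 fold changes correlated at r = 0.419, against 0.501 in simulations of unchanged groups with shared controls, and their covariance was 0.583 against 0.281 simulated. The simulations gave each gene the same spread in every group, which the real groups did not have. Of the genes called with either siRNA, 4 rose with both (0.456 for independent lists) and 9 fell with both (0.419). Of the 63 genes called with siKDM5A-1, 36 had the same sign with siKDM5A-2 (57.1%). On log2 CPM the covariance was 0.299, of which the spread of the siControl libraries gave 0.290, a measure chosen after seeing the data. By this measure the excess was 0.00945, so nearly all of the covariance in DMSO can come from the shared controls. With 3 control libraries no split leaves 2 on each side, so separate controls could not be used. The same siRNA compared across arms, where no libraries are shared, had the same sign in 31 of 63 genes for siKDM5A-1 and 213 of 429 for siKDM5A-2.

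Comparing the knockdown with the drug asks whether loss of KDM5A resembles CDK4/6 inhibition. Of the genes changed by siKDM5A-1 in DMSO, 26 rose and 7 fell with abemaciclib in siControl cells too, and 3 moved the opposite way, against 1.96 higher and 0.718 lower in both for independent lists. TFF1, GREB1 and PRSS23 were among those higher in both and SLC7A11 and GDF15 among those lower in both. The correlation was 0.664 against 0.513 simulated, the covariance 0.641 against 0.280, and in abundant genes the correlation was 0.496. For siKDM5A-2 48 rose and 32 fell in both (4.84 and 14.0 for independent lists) and 8 moved the opposite way, with r = 0.337 against 0.505 simulated and a covariance of 0.544 against 0.284. Both comparisons share the siControl DMSO libraries. On log2 CPM the covariance was 0.355 for siKDM5A-1 and 0.281 for siKDM5A-2, against 0.290 from the spread of these libraries, so by this measure the likeness for siKDM5A-2 does not exceed what the shared controls give. Without shared libraries, siKDM5A-1 in DMSO against abemaciclib in siKDM5A-2 cells gave r = 0.0516, with 27 genes higher in both, 3 lower in both (4.32 and 0.970 for independent lists) and 4 opposite, and 46 of 63 genes had the same sign. Both of these effects subtract a group that holds low-complexity libraries, and whether this adds to the overlap was not tested. For siKDM5A-2 in DMSO against abemaciclib in siKDM5A-1 cells r was −0.0239, with 8 higher, 17 lower (2.08 and 9.35) and 14 opposite, and 216 of 429 genes had the same sign.

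**Figure D3:**
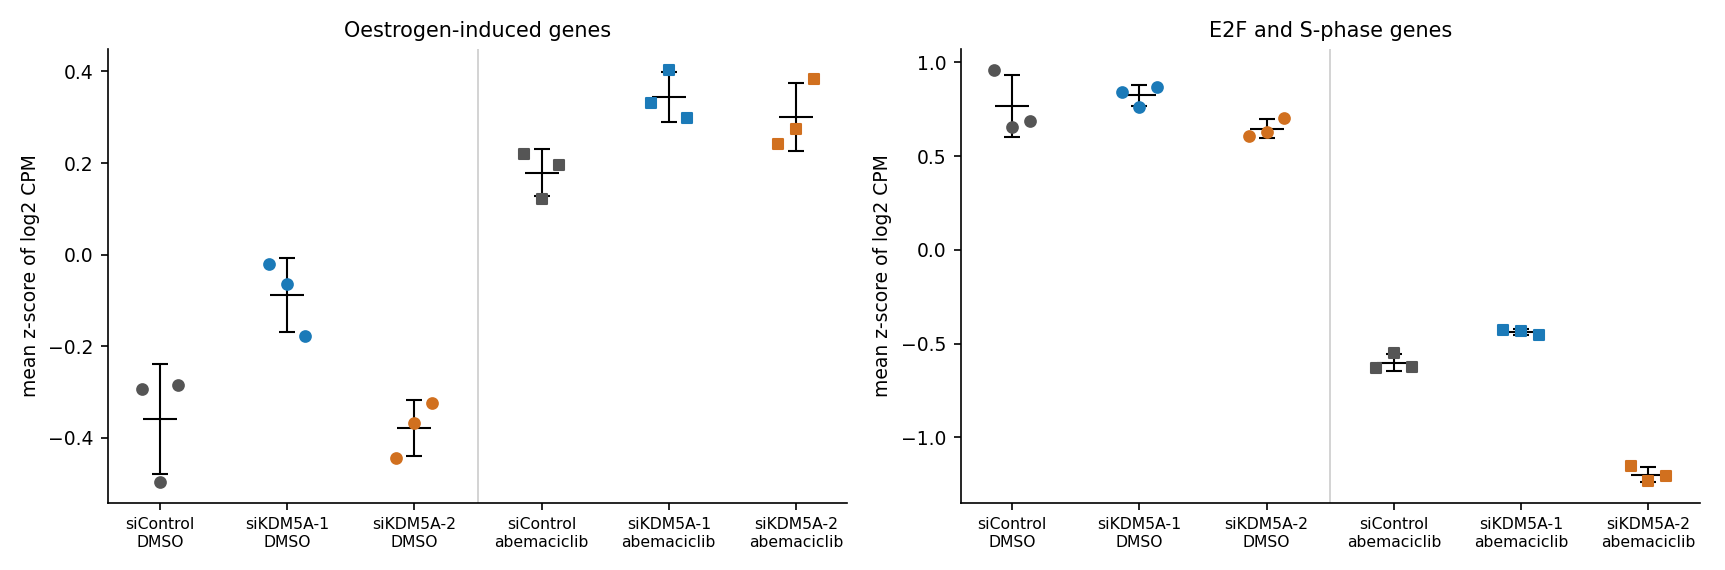
Mean score of the oestrogen-induced list and of the E2F and S-phase list in each library, from z-scores of log2 CPM. Points are libraries, horizontal bars the mean and SD of the 3 libraries of a group.

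The third comparison asked whether abemaciclib acted the same in cells with KDM5A knocked down. It lowered division genes and raised oestrogen-induced genes with each siRNA. With siKDM5A-1, 214 genes rose and 357 fell, and with siKDM5A-2 1097 rose and 724 fell. Of 66 E2F genes 34 and 52 fell (49 and 54 over the list alone), with medians of −1.46 and −2.13, and of 58 G2/M genes 48 and 53 fell (54 and 55), with medians of −1.84 and −2.82 (camera adjusted p = 1.7e-45, 3.2e-62, 4.5e-104 and 9.0e-120). Of 121 oestrogen-induced genes 18 rose and 4 fell with siKDM5A-1 and 24 rose and 4 fell with siKDM5A-2, or 25 and 5 and 26 and 4 over the list alone, with medians of 0.33 and 0.35 (camera adjusted p = 1.9e-07 and 0.00163). All 4 targets named in the study's text rose with each. Luminal genes were higher with each (4 and 9 rose, camera adjusted p = 1.1e-06 and 7.4e-07).

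The interaction is the abemaciclib effect in knockdown cells minus that in siControl cells. Averaged over both siRNAs, 39 genes had a higher and 25 a lower effect. GREB1, which abemaciclib raised 4.67-fold in siControl cells, had an interaction of −1.59 ± 0.32 on the log2 scale (SE, edgeR adjusted p = 0.0255), as it was already higher in knockdown cells in DMSO and reached 66.5 ± 4.70 and 87.9 ± 10.3 CPM in abemaciclib against 89.8 ± 2.17 CPM in siControl. TXNRD1, GDF15 and ST3GAL1, lower after either treatment alone, had interactions of 0.95 ± 0.17, 1.29 ± 0.19 and 0.95 ± 0.20 (edgeR adjusted p = 0.0075, 0.00102 and 0.0273). These 3 are among 6 genes in which the siControl DMSO group stood higher than both siRNAs in DMSO and than its own abemaciclib group, and GREB1 among 4 in which it stood lower. The oestrogen-induced list did not pass (2 genes higher and 2 lower, 3 and 6 over the list alone, median 0.02, mean −0.04, camera adjusted p = 0.852), nor did TFF1 (−0.30 ± 0.13, adjusted p = 0.351). E2F and G2/M genes did not pass on average (medians −0.26 and −0.17, camera adjusted p = 0.0560 each). Of the other named genes, RN7SL1 and RN7SL3, near-identical RNAs of the signal recognition particle, had interactions of 1.98 ± 0.27 and 3.13 ± 0.65. Reads of RN7SL1 and RN7SL3 may be shared, as the treatment of multi-mapping reads is not stated. The interactions of BCYRN1, SSBP4 and NDUFS7 were 1.70, 1.63 and 1.62. HDAC7, a histone deacetylase, had an interaction of −1.41 ± 0.27, MED24, a Mediator subunit, −1.71 and SNRPG −1.33, and that of the spindle gene HMMR was 5.64-fold lower. The HMMR average rests mainly on siKDM5A-2, where abemaciclib took it from 73.15 to 0.439 CPM, at 0 to 3 counts per library. It fell from 55.6 to 6.17 CPM with siKDM5A-1 and from 50.35 to 7.47 CPM with siControl. RPL17P18, RPL10P3 and TUBBP1 (−2.38, −1.46 and −1.43) are processed copies, whose reads are uncertain.

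Of the genes named for the average interaction, TXNRD1, GDF15, ST3GAL1, RN7SL1 and RPL17P18 kept their call in every setting run for them. GREB1 lost its call without siControl DMSO replicate 2 or 3, any siControl abemaciclib library or siKDM5A-1 abemaciclib replicate 3 and with the weights, at adjusted p up to 0.0884, and HDAC7 without siControl DMSO replicate 3 or abemaciclib replicate 2, at up to 0.0667. RN7SL3, BCYRN1, SSBP4, NDUFS7, HMMR, MED24, SNRPG, RPL10P3 and TUBBP1 each lost it without siControl DMSO replicate 2 or siControl abemaciclib replicate 2 or 3, among others, at up to 0.123, 0.184, 0.123, 0.227, 0.121, 0.123, 0.176, 0.157 and 0.152. The count of 64 ranged from 7 without siControl abemaciclib replicate 2 to 142 without siKDM5A-2 DMSO replicate 2.

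The interaction of division genes had opposite signs with the 2 siRNAs, a difference not itself tested. With siKDM5A-1 (23 genes higher, 49 lower) E2F and G2/M genes fell less with abemaciclib (medians 0.24 and 0.38, no gene called, camera adjusted p = 0.0337 and 0.00098), and with siKDM5A-2 (54 higher, 22 lower) they fell more (2 and 4 genes lower, 10 and 18 over the list alone, medians −0.63 and −0.66, adjusted p = 7.1e-10 and 3.8e-13). The oestrogen-induced list passed with neither (camera adjusted p = 0.982 and 0.863). Ribosomal protein genes had lower interactions with siKDM5A-1 (1 higher and 9 lower, median −0.41, camera adjusted p = 8.6e-12) and higher with siKDM5A-2 (4 and 0, median 0.15, adjusted p = 0.0386). With siKDM5A-2 luminal and mitochondrially encoded genes were also higher (medians 0.14 and 0.27, adjusted p = 0.0386 and 0.0115). The last 4 were lost with an estimated correlation, at adjusted p = 0.445, 0.761, 0.153 and 0.311. With DESeq2 size factors the share of higher genes in the interaction for siKDM5A-2 was 55.2% of 87 against 71.1% of 76. The E2F call for siKDM5A-1 (E2F and S-phase genes: interaction for siKDM5A-1) was lost without siControl DMSO replicate 1, siControl abemaciclib replicate 3 or siKDM5A-1 DMSO replicate 2, at adjusted p = 0.160, 0.0742 and 0.101.

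The last comparison within an arm asked what KDM5A loss did under abemaciclib. Oestrogen-induced genes were slightly higher with each siRNA, a call that leaving out single libraries ended, and division genes were higher with siKDM5A-1 and lower with siKDM5A-2. CTSD, the oestrogen-induced protease cathepsin D, rose by log2 fold changes of 1.02 ± 0.13 and 0.88 ± 0.13, and FASN, fatty acid synthase, by 1.15 ± 0.20 and 0.91 (SE, edgeR adjusted p = 0.00024, 0.0020, 0.0025 and 0.040). TFF1 rose 1.70-fold with siKDM5A-1 and was 1.29-fold siControl with siKDM5A-2 (edgeR adjusted p = 0.00031 and 0.233). GREB1 had log2 fold changes of −0.43 and −0.03 and did not pass with either. RRM2 rose by 1.28 ± 0.22 with siKDM5A-1 and fell by 1.63 ± 0.26 with siKDM5A-2 (edgeR adjusted p = 0.0025 and 0.0032). HMMR fell by 4.03 ± 0.60 with siKDM5A-2, where it had 0 to 3 counts per library.

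With siKDM5A-1, 85 genes rose and 27 fell, and with siKDM5A-2 7 rose and 18 fell. Of the oestrogen-induced genes 5 rose and 1 fell with siKDM5A-1 and 2 rose with siKDM5A-2 (7 and 1 and 2 and 0 over the list alone, medians 0.09 and 0.08, camera adjusted p = 0.0365 and 0.0426). The score of both siRNAs together was higher than siControl by 0.143 (exact permutation p = 0.0238 over 84 splits), a difference of 0.113 with p = 0.0714 without siControl abemaciclib replicate 2. In DMSO the difference was 0.125 (exact permutation p = 0.321; 0.0731 without siControl DMSO replicate 2 and up to 0.177 without replicate 3), from 0.271 with siKDM5A-1 (0.222 to 0.321 with 1 library left out) and −0.0202 with siKDM5A-2 (−0.0758 to 0.0323; exact permutation p = 0.1 and 0.8); in abemaciclib it was 0.165 and 0.121 (p = 0.1 each, the smallest that 3 against 3 allow). Of the E2F genes 2 rose with siKDM5A-1 and 2 fell with siKDM5A-2 (8 and 1 lower and 10 lower over the list alone, medians 0.23 and −0.57, adjusted p = 0.0022 and 5.1e-24), and of the G2/M genes 3 rose and 5 fell (15 and 18, medians 0.46 and −0.49, adjusted p = 1.7e-09 and 1.0e-22). The difference between the siRNAs in abemaciclib was not itself tested. Nuclear oxidative phosphorylation genes were higher with each (7 and 0 rose, medians 0.10 and 0.10, adjusted p = 0.00045 and 0.00056) and ribosomal protein genes with siKDM5A-2 (2 rose, median 0.13, adjusted p = 1.6e-08), calls lost at adjusted p = 0.284, 0.340 and 0.522 with an estimated correlation. The effects of the siRNAs correlated at r = 0.365 (0.5004 simulated), with a covariance of 0.138 (0.262 simulated). The simulations gave all groups the same spread, but siControl abemaciclib replicates correlated most closely with each other, at 0.972 to 0.975. The simulated values thus do not show that the agreement was low. With both siRNAs 5 genes rose and 4 fell (0.0498 and 0.0407 for independent lists) and 1 moved opposite ways. Of the 112 genes called with siKDM5A-1, 105 had the same sign with siKDM5A-2. On log2 CPM the covariance was 0.109, of which the spread of the shared siControl libraries gave 0.0386, an excess of 0.07. The 112 calls of the siKDM5A-1 effect in abemaciclib and 25 of the siKDM5A-2 effect in abemaciclib moved to 1238 and 571 with libraries weighted by quality and to 461 and 80 without the low-complexity libraries, and to as few as 25 and 6 when 1 library was left out (siControl abemaciclib replicate 2, siKDM5A-2 abemaciclib replicate 3). The call of oestrogen-induced genes: siKDM5A-1 effect in abemaciclib was lost without siControl abemaciclib replicate 2 or siKDM5A-1 abemaciclib replicate 2 (adjusted p = 0.0637 and 0.0705). That of oestrogen-induced genes: siKDM5A-2 effect in abemaciclib was lost without siControl abemaciclib replicate 2 or siKDM5A-2 abemaciclib replicate 3 (adjusted p = 0.0781 and 0.107) and with DESeq2 size factors (0.0539).

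**Figure D4:**
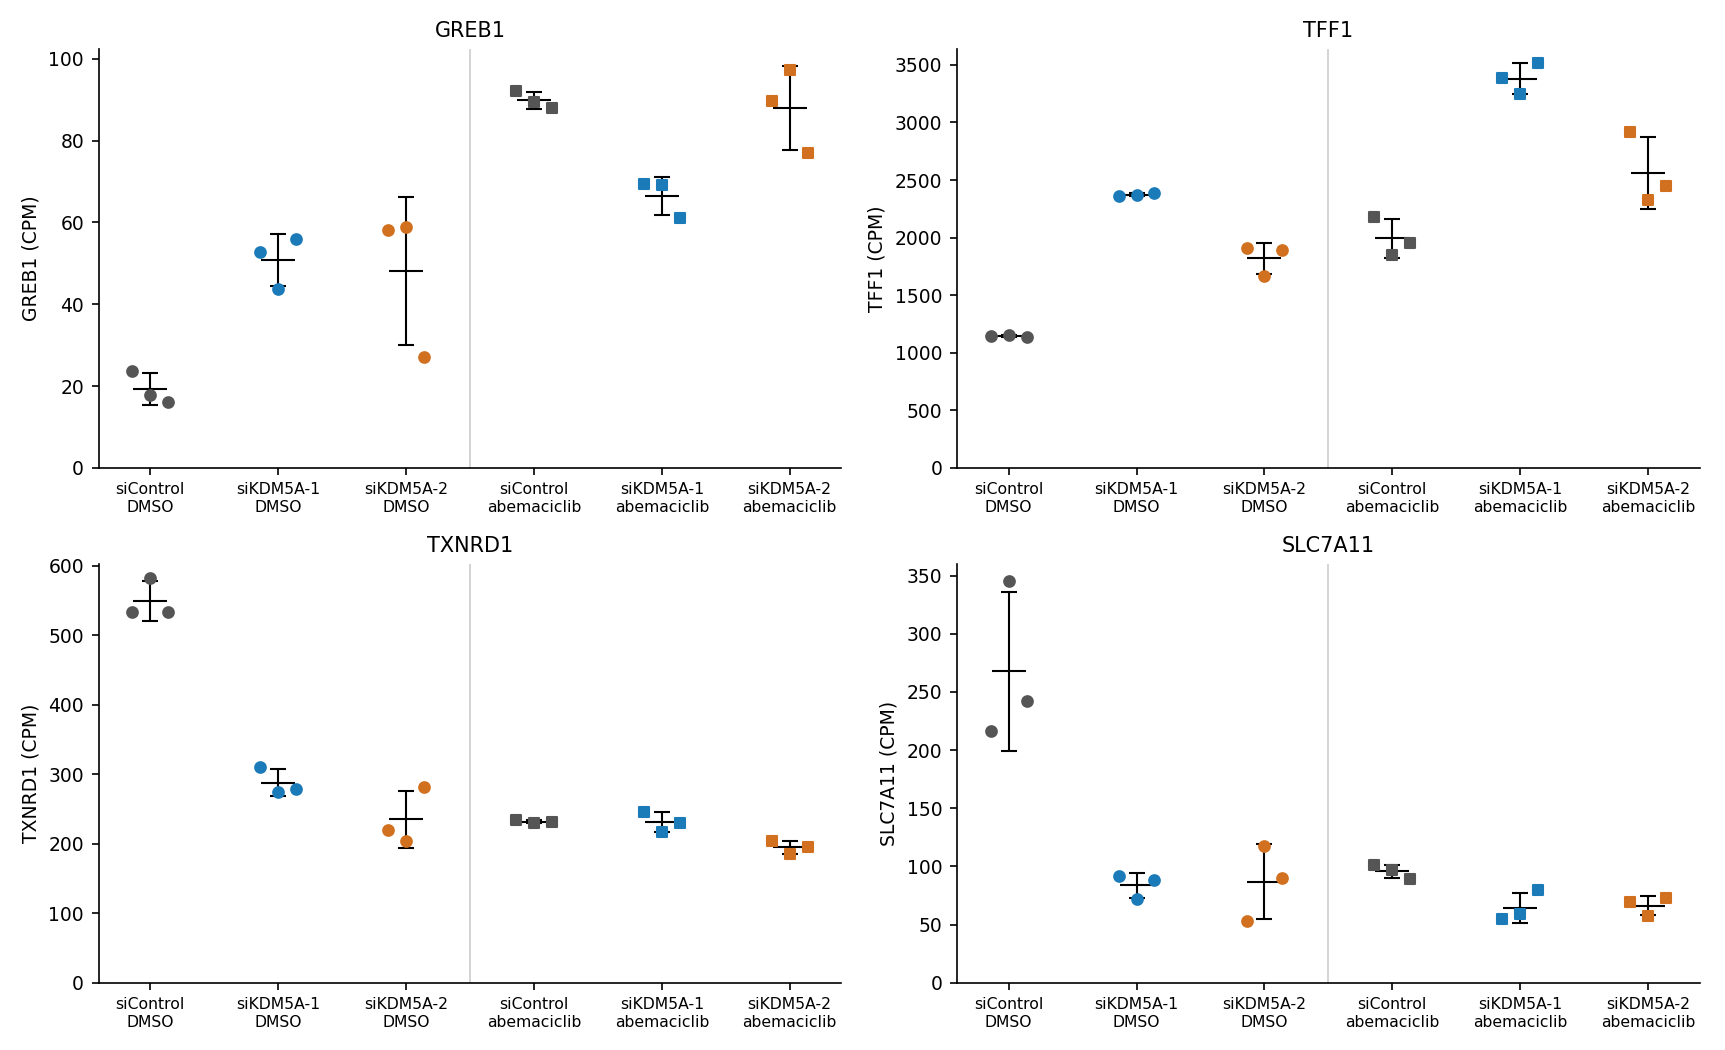
Levels of GREB1, TFF1, TXNRD1 and SLC7A11 in each library, in CPM. Points are libraries, horizontal bars the mean and SD of the 3 libraries of a group.

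The 2 siRNAs were also compared directly in DMSO. With siKDM5A-2, 119 genes were higher and 518 lower than with siKDM5A-1. All 4 targets named in the study's text were lower (median −0.56, camera adjusted p = 0.00041), and of the oestrogen-induced genes 5 were higher and 11 lower (6 and 14 over the list alone, median −0.05, camera direction up, adjusted p = 0.996). Ribosomal protein (24 lower, 41 over the list alone, median −0.40), mitochondrially encoded (1 higher, 5 lower), nuclear oxidative phosphorylation (7 lower) and hypoxia and glycolysis genes (4 lower) were lower as groups (camera adjusted p = 1.2e-11, 0.00286, 0.0382 and 0.0349). With an estimated correlation the 5 calls were lost, at adjusted p = 0.0562, 0.260, 0.214, 0.361 and 0.154. The siKDM5A-2 libraries had no count in 9.82% to 16.3% of moderately expressed genes. The count of 637 for siKDM5A-2 minus siKDM5A-1 in DMSO was 489 with DESeq2 size factors, where 28.8% against 18.7% were higher, 68 with libraries weighted by quality and 0 with only these 6 libraries in the fit.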

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

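The tests of total counts, of libraries matched in zero share, of oestrogen-induced genes and of TXNRD1, SLC7A11, AKR1C2 and GDF15 in abemaciclib below were chosen only after the result was seen. These counts were marked because the abemaciclib effect differed between knockdown and siControl cells by a test of the difference: 72 genes for siKDM5A-1, 76 for siKDM5A-2 and 64 on average. For siKDM5A-1 the adjusted p was 0.0337 for E2F and S-phase genes, 0.000983 for G2/M and mitotic genes and 8.6e-12 for ribosomal protein genes by camera. The ribosomal protein call was lost with an estimated correlation (adjusted p = 0.445), and that of E2F and S-phase genes: interaction for siKDM5A-1 without siControl DMSO replicate 1, siControl abemaciclib replicate 3 or siKDM5A-1 DMSO replicate 2 (adjusted p = 0.160, 0.0742 and 0.101). For siKDM5A-2 it was 7.1e-10, 3.8e-13 and 0.0386 for these 3 lists, 0.0386 for luminal identity genes and 0.0115 for mitochondrially encoded genes. The last 3 calls were lost with an estimated correlation, at adjusted p = 0.761, 0.153 and 0.311.

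Single genes marked for the same reason, with the edgeR adjusted p of the average interaction, were GREB1 (0.0255), TXNRD1 (0.00745), GDF15 (0.00102), ST3GAL1 (0.0273), RN7SL3 (0.0269), RN7SL1 (0.000453), BCYRN1 (0.0408), SSBP4 (0.0287), NDUFS7 (0.0473), HMMR (0.0287), MED24 (0.0287), HDAC7 (0.0166) and SNRPG (0.0437). BHLHE40 (0.0217), RIMKLA (0.0398) and SLC25A26 (0.0311) had no count in siKDM5A-2 DMSO. All 3 lost their call without siControl DMSO replicate 3, any siControl abemaciclib library or siKDM5A-1 abemaciclib replicate 3 and with libraries weighted by quality, at adjusted p up to 0.110, 0.153 and 0.245. RIMKLA and SLC25A26 also lost it with the replicate block and without siKDM5A-1 DMSO replicate 1, siKDM5A-1 abemaciclib replicate 2 or siKDM5A-2 abemaciclib replicate 2 or 3, RIMKLA without siControl DMSO replicate 1 or siKDM5A-1 DMSO replicate 2 or 3, and SLC25A26 without siControl DMSO replicate 2. RPL17P18 (0.000332), RPL10P3 (0.0287) and TUBBP1 (0.0287) are copies of other genes.

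More genes changed, most of them lower, with siKDM5A-2 than with siKDM5A-1 in DMSO. When the siKDM5A-1 DMSO libraries were cut to the molecule numbers estimated for siKDM5A-2 DMSO, the median of 5 draws was 170 calls (136 to 201), 70.6% of them lower, against 63 uncut and 429 for siKDM5A-2. These draws lost more than the real libraries, with a zero share of 17.9% to 18.5% against 9.82% to 16.3%. Cut to zero shares near those of the real libraries, they gave a median of 104 calls (86 to 118), 60.2% of them lower. Low complexity could give a part, and the tests cannot tell how much. With all libraries thinned to the smallest total there were 319 calls for the siKDM5A-2 effect in DMSO, 308 of them among the 429, so total counts are not the whole cause. Of the 429 genes 49.7% had the same sign in abemaciclib (44.8 to 54.5, an interval that treats genes as independent, which they are not). This argues against an effect of this siRNA present in both arms for most of them. For siKDM5A-1 the share was 49.2%, so the measure does not set siKDM5A-2 apart.

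Oestrogen-induced genes were higher after knockdown in DMSO in some settings. Without siControl DMSO replicate 2, the low-complexity control, the adjusted p of the list (oestrogen-induced genes: average knockdown effect in DMSO) was 0.0416 by camera of limma, against 0.0582 with it and 0.0324 to 0.184 over all settings, but the score difference in DMSO fell from 0.125 to 0.0731 without it, so a part played by that library stays open. In DMSO the score difference was 0.271 with siKDM5A-1 and −0.0202 with siKDM5A-2, and by camera the list did not pass between the siRNAs (adjusted p = 0.996). In abemaciclib, with other controls, the score of the 6 knockdown libraries was higher (exact permutation p = 0.0238), which argues against a shift of the siControl DMSO libraries alone. Without siControl abemaciclib replicate 2 this p was 0.0714 and the difference 0.113, against 0.143 with it (oestrogen score: both siRNAs against siControl in abemaciclib). The difference kept its sign and fewer splits remained, but the call did not hold in every setting, so such a shift stays open for the list. It stays open for GREB1 too, which did not pass with either siRNA in abemaciclib.

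TXNRD1, SLC7A11, AKR1C2 and GDF15 were lower after knockdown in DMSO, and the first 3 are known targets of the transcription factor NRF2. Of 17 other measured NRF2 targets 16 had a negative log2 fold change on average and 3 passed the test, with a median of −0.47. Camera of limma gave p = 3.27e-09, and 0.000478 with an estimated correlation. Of 10000 random lists of genes of like abundance 0% were as low, which draws genes and not libraries. With siKDM5A-1 17 were negative, 0 passed and the median was −0.261. With siKDM5A-2, of low complexity, 15 were negative, 7 passed and the median was −0.598. This goes with a fall of NRF2 target expression in the same libraries. Medians were −0.61 with abemaciclib in siControl cells and 0.09 and 0.07 for the siRNAs in abemaciclib. The siControl DMSO group stood apart from both siRNAs in DMSO and from its own abemaciclib group in 10 genes, 6 of them higher, against 17 for siKDM5A-1 DMSO and 170 for siKDM5A-2 DMSO by the same rule, and those 6 include these 4 genes and ST3GAL1. A shift of the siControl DMSO cultures could account for a part of the pattern, and for the interactions of TXNRD1, GDF15 and ST3GAL1. This count does not decide it: the naming rule already required a call with each siRNA, so only the comparison with abemaciclib was free. With only 1 control siRNA such a shift cannot be set apart from an effect of knockdown. In abemaciclib, against other controls, AKR1C2 had log2 fold changes of −0.25 and −0.77 with siKDM5A-1 and siKDM5A-2 (edgeR adjusted p = 0.714 and 0.0126). SLC7A11 had −0.57 and −0.53 (edgeR adjusted p = 0.390 and 0.805, and 0.0208 and 0.0393 in limma with libraries weighted by quality). These values were all negative, but in the main fit only AKR1C2 with siKDM5A-2 passed. A shift of the siControl DMSO cultures alone thus stays open for these genes. TXNRD1 (−0.01 and −0.25) and GDF15 (0.38 and 0.09) did not go against such a shift. With the same weights GDF15 was higher with siKDM5A-1 in abemaciclib (log2 fold change 0.42, adjusted p = 0.00803), the opposite of its direction in DMSO. The AKR1C2 call was lost without siControl abemaciclib replicate 1, 2 or 3 or siKDM5A-2 abemaciclib replicate 2 or 3, at adjusted p = 0.0778, 0.0608, 0.0932, 0.0787 and 0.113, with log2 fold changes of −0.81 to −0.73.

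Whether chance can be excluded was checked with other splits of the same libraries. For 3 against 3 libraries, only 10 splits exist, too few to exclude chance; the real split was 1 of 10 with the most calls each time, with the highest other split after it: 1034 and 0 for abemaciclib in siControl, 63 and 0 for siKDM5A-1 in DMSO, 429 and 189 for siKDM5A-2 in DMSO, 571 and 0 and 1821 and 1 for abemaciclib with siKDM5A-1 and siKDM5A-2, 112 and 0 and 25 and 15 for the siRNAs in abemaciclib, and 637 and 0 for siKDM5A-2 minus siKDM5A-1.

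For the average knockdown with the 6 libraries fitted as 1 group, 7 of 84 splits gave at least the 16 calls of the real split, so chance cannot be excluded, and the highest other, 633, set the 3 siKDM5A-2 DMSO libraries against the rest. For the oestrogen-induced median it was 1 of 84 (0.137 against 0.112). This was 1 of many split tests, whose number was not corrected for. The mean score of the same list over the same 84 splits gave an exact permutation p = 0.321. The list did not pass by camera (adjusted p = 0.0582), so chance is not excluded for it. For E2F genes it was 54 of 84 (0.03 against 0.145), which does not exclude chance either. For the interaction of siKDM5A-1, 2 of 100 splits reached 72 calls (highest other 103, with the siRNA labels of the abemaciclib libraries swapped). The medians of the oestrogen-induced (0.04, other 0.259) and E2F genes (0.24, other 0.368) were reached by 73 and 6 of 100. For siKDM5A-2, 2 of 100 reached 76 calls (other 124), 41 the oestrogen-induced median (−0.05, other 0.253) and 4 the E2F median (−0.63, other 0.736). On average 1 of 100 reached 64 calls (other 33), 80 the oestrogen-induced median (0.02, other 0.178) and 34 the E2F median (−0.26, other 0.702). Few splits thus reached the counts of calls and the E2F median for siKDM5A-2. The splits for interactions exchanged siRNA labels within each arm, so they test for any siRNA effect. They cannot exclude chance for an interaction, and they also mixed the low-complexity libraries with others in the fit.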

How the results depend on the processing

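No called named gene, list or score turned its direction in the settings run for it, which for named genes were DESeq2, DESeq2 size factors, left-out libraries, the replicate block, library weights and the omission of low-complexity libraries; no filter, a stricter filter, thinning and a fit of only the libraries in the contrast were run for counts alone. Of 160 calls of named genes, 76 were kept in every setting run for them and 84 were lost in at least 1, and of 50 uncalled 1 was gained. The counts of changed genes stayed within 1.5 times with DESeq2 size factors, with a stricter filter and with all libraries thinned to the smallest total. The cause was not tested for the changes below, except where a setting holds fewer libraries. The library weights and the omission of low-complexity libraries were chosen after seeing the data. Not all changes can be called at 3 libraries per group: in simulated data for the siKDM5A-1 effect in DMSO 24% of genes changed 2-fold were recovered, and 29.3% of the abundant ones.

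With no filter the siKDM5A-1 effect in DMSO gave 161 genes, the average knockdown effect in DMSO 147, the interaction for siKDM5A-1 212, the interaction for siKDM5A-2 147, the average interaction 170, the siKDM5A-1 effect in abemaciclib 216 and the siKDM5A-2 effect in abemaciclib 78. With DESeq2 the siKDM5A-1 effect in DMSO gave 221, the siKDM5A-2 effect in DMSO 969, the average knockdown effect in DMSO 342, the interaction for siKDM5A-1 279, the interaction for siKDM5A-2 406, the average interaction 270, the siKDM5A-1 effect in abemaciclib 331, the siKDM5A-2 effect in abemaciclib 107 and siKDM5A-2 minus siKDM5A-1 in DMSO 993.

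With only the libraries of the groups in the contrast, the siKDM5A-1 effect in DMSO gave 14, the siKDM5A-2 effect in DMSO 31, the average knockdown effect in DMSO 15, the abemaciclib effect in siKDM5A-1 cells 1362, the abemaciclib effect in siKDM5A-2 cells 555, the interaction for siKDM5A-1 275, the interaction for siKDM5A-2 19, the siKDM5A-1 effect in abemaciclib 1164 and siKDM5A-2 minus siKDM5A-1 in DMSO 0.

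With libraries weighted by quality in limma, the abemaciclib effect in siControl cells gave 1604, the siKDM5A-2 effect in DMSO 10, the average knockdown effect in DMSO 17, the abemaciclib effect in siKDM5A-1 cells 1500, the abemaciclib effect in siKDM5A-2 cells 601, the interaction for siKDM5A-1 320, the interaction for siKDM5A-2 15, the average interaction 98, the siKDM5A-1 effect in abemaciclib 1238, the siKDM5A-2 effect in abemaciclib 571 and siKDM5A-2 minus siKDM5A-1 in DMSO 68. Without the low-complexity libraries the abemaciclib effect in siControl cells gave 1658, the siKDM5A-1 effect in DMSO 102, the abemaciclib effect in siKDM5A-1 cells 1443, the interaction for siKDM5A-1 221, the siKDM5A-1 effect in abemaciclib 461 and the siKDM5A-2 effect in abemaciclib 80. Contrasts with siKDM5A-2 DMSO had no library left there and gave no value.

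The adjusted p by camera of limma was, for oestrogen-induced genes: siKDM5A-2 effect in abemaciclib 0.05391 with DESeq2 size factors; for oestrogen-induced genes: siKDM5A-1 effect in DMSO 0.03552 with an estimated correlation and 0.03973 without the low-complexity libraries; for oestrogen-induced genes: average knockdown effect in DMSO 0.04892 with the weights; and for E2F and S-phase genes: average interaction 0.02087 with the weights. The likeness of the siKDM5A-1 effect in DMSO and the abemaciclib effect in siControl cells was r = 0.4957 in genes with a mean log2 CPM of at least 3.

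With single libraries left out, counts ranged over 576 to 945 for the abemaciclib effect in siControl cells, 21 to 61 for the siKDM5A-1 effect in DMSO, 283 to 966 for the siKDM5A-2 effect in DMSO, 27 to 342 for the average knockdown effect in DMSO, 21 to 95 for the interaction for siKDM5A-1, 23 to 339 for the interaction for siKDM5A-2, 7 to 142 for the average interaction, 25 to 74 for the siKDM5A-1 effect in abemaciclib, 6 to 71 for the siKDM5A-2 effect in abemaciclib, 334 to 417 for the abemaciclib effect in siKDM5A-1 cells, 1318 to 2253 for the abemaciclib effect in siKDM5A-2 cells and 288 to 1039 for siKDM5A-2 minus siKDM5A-1 in DMSO. The adjusted p of oestrogen-induced genes ranged over 0.02647 to 0.298 for the siKDM5A-1 effect in DMSO, 0.03237 to 0.1836 for the average knockdown effect in DMSO, 0.01089 to 0.07047 for the siKDM5A-1 effect in abemaciclib and 0.009765 to 0.1073 for the siKDM5A-2 effect in abemaciclib, and that of E2F genes over 0.009897 to 0.1601 for the interaction for siKDM5A-1 and 0.03961 to 0.265 for the average interaction (camera of limma). The score difference of both siRNAs in abemaciclib ranged over 0.1126 to 0.1621, and its exact permutation p was 0.07143 without siControl abemaciclib replicate 2 (oestrogen score: both siRNAs against siControl in abemaciclib).

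With the replicate block, the siKDM5A-2 effect in DMSO gave 266 genes and the interaction for siKDM5A-2 49, and the other 10 counts stayed within 1.5 times. Replicate numbers did not pair the libraries: in 0 of 15 pairs of groups were all same-number correlations over 0.1 (−0.273 to 0.165).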

Other observations

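In knockdown cells abemaciclib moved further gene groups. Mitochondrially encoded genes, which encode subunits of the respiratory chain, rose in part with each siRNA: 6 rose and 1 fell of 13 with siKDM5A-1 and 10 and 1 with siKDM5A-2 (camera of limma, adjusted p = 1.2e-06 and 7.4e-07, and 0.0319 and 0.0357 with an estimated correlation). Of 23 genes of the unfolded protein and integrated stress response 3 fell and none rose, and 3 fell and 1 rose (camera adjusted p = 0.00104 and 0.0259). With siKDM5A-2 68 of 74 ribosomal protein genes rose and none fell, and 7 of 29 lysosome and autophagy genes rose and 2 fell (camera adjusted p = 9.0e-29 and 0.00221, and 0.0428 each with an estimated correlation).

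Interferon response genes (2 rose and none fell, and 7 rose and 1 fell of 25), AP-1 genes (1 and 4 rose of 9) and basal and mesenchymal genes (0 and 2 rose of 6) were higher with the siRNAs by camera (adjusted p = 0.0126 and 0.0351, 0.0347 and 0.0291, and 0.0066 and 0.0259), and all 6 calls were lost with an estimated correlation (adjusted p = 0.0563 and 0.0973, 0.0992 and 0.0973, and 0.0561 and 0.0973). The same holds for lysosome genes and metallothioneins with siKDM5A-1 (adjusted p = 0.0188 and 0.0257, lost at 0.0992 and 0.0645) and for Rb, cyclin and CDK genes, which were lower with siKDM5A-2 (0.0224, lost at 0.0973). Ribosomal protein genes were higher with siKDM5A-1 (6 rose, adjusted p = 3.1e-05), a call lost at adjusted p = 0.443.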
